A study of Mus musculus with 4 samples. Its data were reported in "Reduced Lamin A/C Does Not Facilitate Cancer Cell Transendothelial Migration but Compromises Lung Metastasis" (2021).

How the data were processed

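The series held 4 libraries of B16F10 cells, a mouse melanoma line, from transduced cultures. Cells of 2 libraries (shControl 1 and 2) carried a control vector, which the study lists as empty, and cells of 2 (shLmna 1 and 2) a vector with a short hairpin RNA (shRNA) against Lmna, the gene of lamin A and lamin C. Any general effect of carrying a hairpin is therefore part of the comparison. RNA was profiled by bulk MARS-seq, a method that primes at the poly(A) tail, tags each molecule with a unique molecular identifier (UMI) and sequences the 3′ end of transcripts. Groups and replicate numbers were taken from the sample titles. No batch was named in the labels.

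According to the study's methods, reads were processed by the authors in the UTAP pipeline. Adapters, poly(A) stretches and bases of low quality were trimmed with Cutadapt, and reads were aligned to the mouse mm10 genome with STAR. Reads were then assigned with HTSeq to the last 1000 bases of RefSeq genes and the 100 bases downstream, and duplicates of a UMI were marked before counting. The authors deposited a matrix of raw counts per gene symbol, and it is the input of every main test here. Whether that matrix was made before or after duplicates were collapsed is not stated. A second deposited table held a signal per library, which is the gene count divided by 1 DESeq2 size factor. It also held the authors' p-values and Benjamini-Hochberg adjusted p-values for shControl against shLmna. Another table held normalized log2 values that the authors had corrected for batch with ComBat, and the batches were not named. Fold changes are smaller in those log2 values than in the counts, for abundant genes as well as low ones, and the cause was not tested.

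The signal values of the second table were checked for whole counts. In each of the 4 libraries 100% of the values were whole multiples of a single step, so the counts behind them were recovered. The count matrix exceeded the recovered counts by a factor of 1.08 to 1.09 in each library and was lower for 0 genes. Recovered counts were therefore used as an added alternative. Whether they differ from the matrix by duplicates is not stated.

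The matrix held 24421 gene symbols, of which 10805 had no count in any library. It had 0 rows without a name, 27 symbols that looked like calendar dates and 2 symbols listed more than once. These were tested under the names given and counted among the calls, but none of them is named. Totals were 3262632 and 3808843 counts for shControl 1 and 2, and 2494880 and 3657167 for shLmna 1 and 2. The 10 most abundant genes took 6.01% to 6.34% of each total. A gene with 3 or fewer counts in both libraries of a group was treated as at the floor of detection, which equals 0.999 CPM in shLmna and 0.863 CPM in shControl. A fold change against such a group was computed as a lower bound. Counting error alone sets these floors, and they do not cover variation between cultures.

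Replicates were compared before they were averaged. The chi-square per degree of freedom between replicates was 6.96 over 10085 genes in shControl and 3.91 over 9542 genes in shLmna. Replicates thus differed by more than sampling noise and were counted as separate samples. This excess does not show that they were independent cultures. Whether the libraries of a group came from separate transductions is not stated. The tests therefore measure spread between libraries, and other differences between the transduced lines cannot be told from the effect of the hairpin. Pearson correlations of log2 CPM were 0.974 between the shControl libraries, 0.979 between the shLmna libraries and 0.902 to 0.923 between groups. These correlations are across genes, and genes are not independent replicates.

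Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default filterByExpr filter and a design with group as its one term. The test was two-sided and adjusted over 9150 tested genes by the Benjamini-Hochberg method. A gene was called when its adjusted p was under 0.05, its log2 fold change exceeded 1 in size and its mean normalized count exceeded 5. These 3 limits are those of the study, which applied them with DESeq2. Standard errors (SE) of log2 fold changes were derived from the F statistic. CPM values are scaled by TMM and given as mean ± SD over the 2 libraries of a group. The biological coefficient of variation was 0.126. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry in limma 3.58.1, each adjusted over the 8 lists.

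The tests, gene lists, limits, first set of alternatives and rule for naming genes were fixed before the data were examined. Genes named are Lmna, the 5 lower and 5 higher calls with the smallest p among those whose groups do not overlap, and members of the lists with an adjusted p under 0.05. Lmnb1, Lmnb2, Lbr, Emd, Banf1, Syne1 to Syne4, Suv39h2, Setdb1, Yap1, Birc5 and Cyr61 were to be named whatever their value. Some genes that meet this rule are not analysed here by name. The 8 lists cover the lamina and LINC complex, H3K9 methylation and heterochromatin, the nuclear matrix, nuclear bodies, SR splicing factors, the Hippo pathway with YAP targets, melanoma growth, and interferon-stimulated genes. The nuclear matrix and nuclear body lists are those the study drew from these libraries.

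Alternatives were DESeq2 1.42.0, RLE, upper-quartile and total-count scaling, other filters and limits, a replicate block, thinning of every library to 2494880 counts, limma on the batch-corrected values, and leaving out each library in turn. Recovered counts, a correction for GC content and that correction with the replicate block were added after the data had been seen. The GC correction was a loess fit (span 0.3) of each library on the GC content of the last 1000 transcript bases.

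Gene positions and transcript sequences came from GENCODE M21 on GRCm38, the assembly that mm10 names. Of the 24421 symbols, 22997 matched a transcript, 668 of them through a synonym. For each gene the GC content of the last 1000 bases, the longest run of A, the annotated 3′ ends and the 31-base stretches shared with other genes were computed. A 3′-end sequence was found for 99.4% of the tested genes and 99.4% of the lower calls. The hairpin sequence was not used here. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

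The test was tried on simulated counts for 9150 genes drawn from the means and totals of the real libraries. Of 200 genes changed by known factors, 96.5% were called, with 11 calls among unchanged genes. The changed genes were all above the limits on abundance and fold change, so genes near those limits were not tried. DESeq2 called 93% with 0 false calls. With no gene changed, edgeR made 1 call. With a simulated GC trend and no gene changed, edgeR made 1254 calls, and 9 after the GC correction. That trend was smooth and equal in both shLmna libraries. Losses of AT-rich genes that differ between the libraries of a group were not simulated. A search for 7-base words put a planted word at rank 1.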

Results

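Transcripts of B16F10 melanoma cells were counted at their 3′ ends in 4 bulk MARS-seq libraries, 2 from cells carrying a control vector (shControl) and 2 from cells carrying an shRNA against Lmna (shLmna). The hairpin was designed against exon 8 of Lmna, which encodes lamin A and lamin C, structural proteins of the nuclear lamina. Library totals were 3262632 and 3808843 counts for shControl 1 and 2, and 2494880 and 3657167 for shLmna 1 and 2. At least 1 count was found for 12123 and 12395 genes in the shControl libraries, and for 11562 and 11942 genes in the shLmna libraries. The series has a single comparison, shLmna against shControl, with n = 2 per group throughout.

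Lmna was examined first, as a check of the library labels. The gene spans bases 88480147 to 88509956 on the minus strand of chromosome 3 (GRCm38), and exon 8 of its 12 annotated exons lies at 88484047 to 88484154. Raw counts were 2826 and 2684 in shControl and 331 and 480 in shLmna. In CPM the level was 797 ± 111 (SD, n = 2) in shControl and 130.8 ± 0.0955 (SD, n = 2) in shLmna. The log2 fold change was -2.61 (SE 0.142), a fall of 83.6%, with an edgeR quasi-likelihood adjusted p of 7.93e-06. The batch-corrected values moved it most, to -1.54. GC content of the last 1000 bases of the Lmna transcript was 51.4%.

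To ask which other transcripts changed with lamin A/C knockdown, 9150 genes were tested. An edgeR adjusted p under 0.05 was found for 1392 genes, 891 lower and 501 higher in shLmna. After the limits on fold change and abundance, 538 genes were called lower and 161 higher, so that 77% of the 699 calls were lower. The calls made up 7.64% of the tested genes. In every call the shLmna libraries lay on one side of both shControl libraries. That held for 60.1% of all tested genes, where chance gives 33.3%. The median log2 fold change of all tested genes was -0.00107. The alternative that moved these counts most was limma on the batch-corrected values, with 28 lower and 2 higher calls. Fold changes are smaller in those values, while the limit on fold change was kept. Among the named genes, 1 no longer passed the adjusted test there, 4 newly passed it and 66 stayed the same. A GC correction, added after the data were seen, gave 501 lower and 277 higher calls, and 64.4% of its calls were lower.

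**Figure D1:**
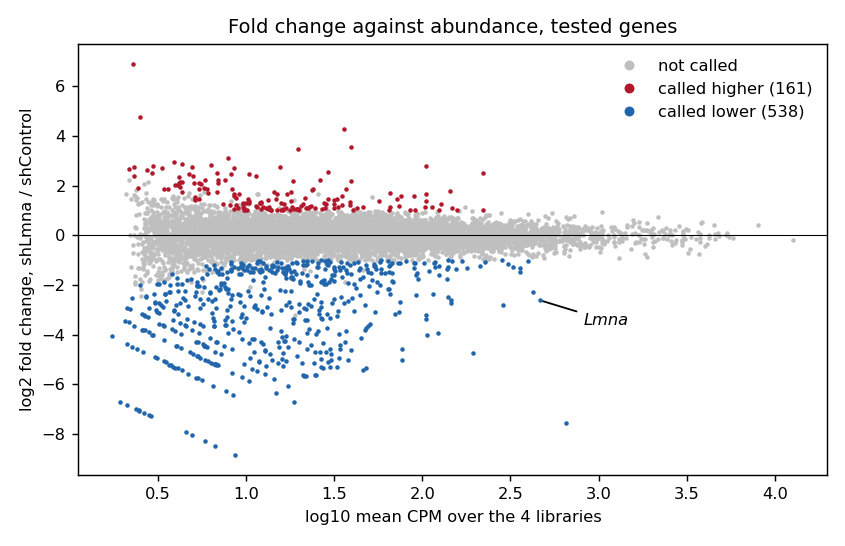
Log2 fold change (shLmna over shControl) against the log10 mean CPM of the 4 libraries, 1 point per tested gene, with 538 genes called lower in blue, 161 called higher in red and the others in grey. Most calls lie below 0, and fitted fold changes of genes near 0 counts in a group depend on the prior count.

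Lower calls also changed by larger factors. Their median log2 fold change was -2.68, with quartiles of -4.18 and -1.50, while the median of the higher calls was 1.45, with quartiles of 1.14 and 2.10. A log2 fold change below -3 was fitted for 231 lower calls, and one above 3 for 6 higher calls. In 121 lower calls both shLmna libraries were at or under the floor of 3 counts, and in 7 higher calls both shControl libraries were. With the floor genes set to their lower bounds, the median of the lower calls was -2.41 and 183 fell below -3. When 1 library at a time was left out, between 638 and 670 of the 699 calls kept their direction and a log2 fold change over the limit.

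The calls were not spread evenly over genes of different base composition. GC content of the last 1000 transcript bases had a median of 36.6% in lower calls, 40.5% in higher calls and 46.9% in all tested genes. Of the 333 tested genes with a GC content of 34% or less, 155 were called lower (46.5%) and 11 higher (3.30%). Of the 3342 genes above 50%, 55 were called lower (1.65%) and 14 higher (0.419%). In all, 80.2% of the lower calls and 64% of the higher calls had a GC content of 42% or less, against 28.6% of the tested genes.

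**Figure D2:**
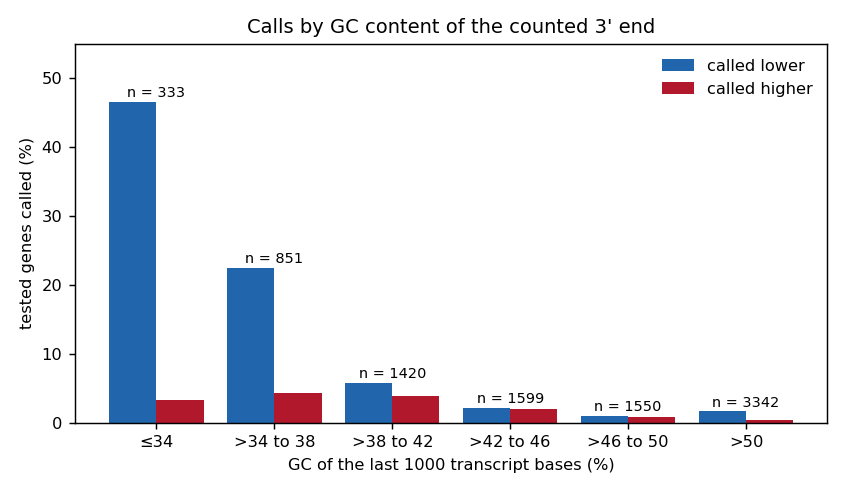
Percent of tested genes called lower (blue bars) or higher (red bars) in shLmna, in 6 classes of GC content of the last 1000 transcript bases, with the number of tested genes above each pair of bars. The share called lower falls from 46.5% in the class of 34% or less to 1.65% in the class above 50%.

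The 5 lower calls with the smallest p were Dhx15, Ywhaq, Dcun1d5, Cnot6 and Kpna4. Dhx15 (chromosome 5, 52150203 to 52190514) went from 148.7 ± 28.6 to 4.61 ± 0.746 CPM (SD, n = 2), with a log2 fold change of -5.03 (SE 0.238) and an edgeR adjusted p of 6.28e-06. Ywhaq (chromosome 12, 21390071 to 21417637) went from 231.5 ± 42.2 to 15.02 ± 1.11 CPM, a log2 fold change of -3.93. Dcun1d5 (chromosome 9, 7184520 to 7208205) went from 192.6 ± 8.44 to 18.6 ± 3.37 CPM, a log2 fold change of -3.35. Cnot6 (chromosome 11, 49671503 to 49712723) went from 73.7 ± 2.57 to 2.28 ± 0.137 CPM, a log2 fold change of -5.00. Kpna4 (chromosome 3, 69067149 to 69127113) went from 92.0 ± 4.79 to 7.24 ± 0.168 CPM, a log2 fold change of -3.66. GC content of the counted 3′ end of these 5 genes ranged from 30.9% for Kpna4 to 39.3% for Ywhaq.

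The 5 higher calls with the smallest p were Prdx1, Cited1, Rpl39, 2010107E04Rik and Rlim. Prdx1 (chromosome 4, 116685544 to 116700822) went from 66.7 ± 21.3 to 376.1 ± 11.8 CPM (SD, n = 2), with a log2 fold change of 2.50 (SE 0.192) and an edgeR adjusted p of 2.89e-05. Cited1 (chromosome X, 102247381 to 102252181) went from 50.5 ± 1.33 to 160.7 ± 13.8 CPM, a log2 fold change of 1.67. Rpl39 (chromosome X, 37082520 to 37085402) went from 6.05 ± 2.42 to 72.5 ± 19.4 CPM, a log2 fold change of 3.54, and 21.8% of the 31-base stretches of its 3′ end occur in other genes. 2010107E04Rik and Rlim had log2 fold changes of 1.80 and 1.72.

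The authors' deposited table listed 10417 genes, of which 270 were lower and 30 higher in shLmna by the same 3 limits. Of these, 262 lower and 30 higher genes were also called here, 8 were not, and 0 were called in the opposite direction. In the other direction, all 699 calls made here were listed in that table, but only 292 of them passed the limits there. Over 9148 genes in both tables, the log2 fold changes here had a correlation across genes of 0.989 with ratios of the authors' normalized means. Both come from the same 4 libraries, so this value compares processing only.

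The study asked whether partners of lamin A/C in the nuclear envelope change with it. Of the 17 tested genes of the lamina and the LINC complex, which links the nucleus to the cytoskeleton, 2 had an edgeR adjusted p under 0.05 and 1 when adjusted over the list alone. Both were lower. Lbr, the lamin B receptor (chromosome 1, 181815335 to 181843046), went from 30.5 ± 0.290 to 1.81 ± 0.242 CPM (SD, n = 2), with a log2 fold change of -4.07 (SE 0.308) and an edgeR adjusted p of 2.68e-05. Its counted 3′ end had a GC content of 33.4%. Lemd3 had a log2 fold change of -1.55 and an edgeR adjusted p of 0.0465, which was over 0.05 under 5 of the 9 alternatives and reached 0.553 after the GC correction. At an unadjusted p under 0.05 there were 6 of the 17 genes.

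Among the other genes set for naming, no difference passed the edgeR adjusted test, although Syne1 and Lmnb2 passed with the batch-corrected values and with a replicate block, and Lmnb1 with the batch-corrected values. Lmnb1 had a log2 fold change of 0.27 (131.2 ± 18.2 against 158 ± 11.5 CPM, SD, n = 2), Lmnb2 of -0.41, Emd (emerin) of -0.06, Banf1 (BAF) of -0.06, Syne1 of 0.43, Syne2 of 0.05 and Syne3 of -0.21. Their edgeR adjusted p ranged from 0.0789 for Syne1 to 0.862 for Syne2. The direction was not stable for 2 of these genes. Syne2 was -0.12 without shControl 2, and Syne3 was 0.42 without shControl 1. Syne4 was below the filter on low counts, with 9 and 11 counts in shControl and 9 and 6 in shLmna.

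**Figure D3:**
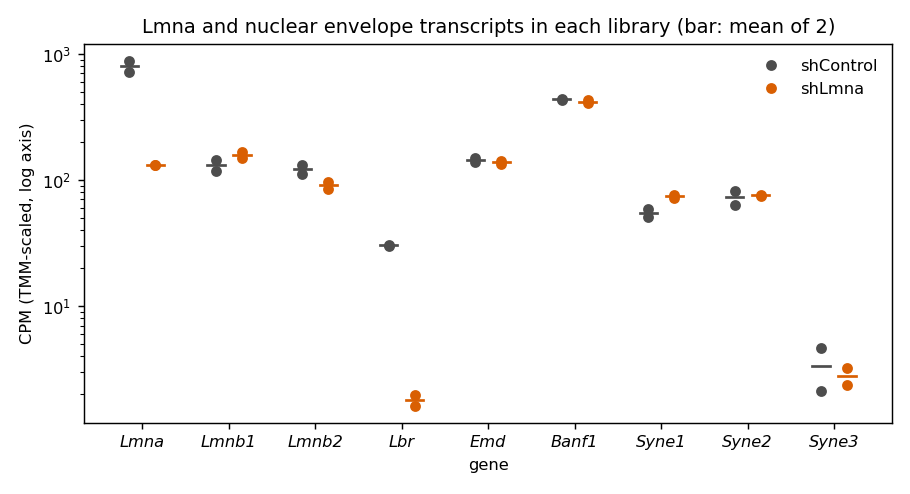
TMM-scaled CPM on a log axis for Lmna and 8 nuclear envelope genes, with 1 point per library, shControl in grey and shLmna in orange, and a bar at the mean of 2 libraries. Lmna falls from 797 to 130.8 CPM and Lbr from 30.5 to 1.81 CPM, while the groups lie close together for the other 7 genes.

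Transcripts of H3K9 methylation and heterochromatin genes were examined because the study followed this histone mark in the same cells. Among 14 tested genes, 2 had an edgeR adjusted p under 0.05, and 2 when adjusted over the list alone. Trim28 had a log2 fold change of -0.70 and an edgeR adjusted p of 0.00519, under the limit on fold change. Rb1 was at the floor in shLmna, with 12 and 23 counts in shControl and 0 in both shLmna libraries, and was at least 4.94-fold lower. The methyltransferase gene Setdb1 had a log2 fold change of -0.18 (SE 0.189, edgeR adjusted p 0.571). Suv39h2 was below the filter, with 5 and 7 counts in shControl and 1 and 2 in shLmna, too few to show a difference at this depth.

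Nuclear matrix and nuclear body genes were drawn by the study from these libraries, so their values here are not independent evidence. All 10 tested nuclear matrix genes and all 26 tested nuclear body genes were lower with an edgeR adjusted p under 0.05, and the same numbers passed when adjusted over the list alone. With DESeq2 23 of the 26 nuclear body genes passed, and after the GC correction 24. Median log2 fold changes were -2.58 and -3.07, and these medians stayed the same with the 3 nuclear body genes at the floor set to their bounds. Log2 fold changes in the nuclear matrix list included -5.11 for Matr3, -4.28 for Yy1, -4.19 for Xpot, -2.42 for Gmcl1, -1.52 for Dcaf7, -1.37 for Nono and -1.33 for Sfpq, with Lbr as above. Dcaf7, Nono and Sfpq are in the nuclear body list as well. Of the 31-base stretches of the 3′ end, 19% of those of Matr3 and 15.4% of those of Bmi1 occur in other genes. The 3 nuclear body genes at the floor were Morc3, at least 16-fold lower, Fmr1, at least 16.4-fold lower, and Zbtb1, at least 9.27-fold lower. Beside these and Dhx15, log2 fold changes in that list included -5.61 for Bmi1, -3.72 for Suz12, -3.16 for Srsf7, -2.49 for Tcf12, -2.27 for Srsf11, -1.99 for Rbm39, -1.97 for Nudt21, -1.77 for Srsf2 and -1.60 for Klhdc2. Median GC content of the 3′ ends was 39.4% in the nuclear matrix list and 36.4% in the nuclear body list.

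Single libraries carried some of these values. Plagl1 stood at 37.8 ± 43.4 CPM (SD, n = 2) in shControl, and its log2 fold change of -4.86 became -2.44 without shControl 2. Fmr1 had 15 and 105 counts in shControl and Zbtb1 had 14 and 53, so their lower bounds rest mostly on shControl 2. Rbm39 had 183 and 477 counts in shControl, and its log2 fold change ranged from -2.45 to -1.28 when 1 library was left out. Bmi1 had 89 and 260, with a range of -6.12 to -4.78. Atrx was not tested, because its counts were 4 and 117 in shControl and 0 and 1 in shLmna. Ncapg2 (-5.64), Tdp2 (-5.11) and Smc4 (-4.77) had 0 counts in shLmna 1, so their fitted values depend on shLmna 2, with 5, 4 and 6 counts. Srsf3 had 7 and 84 counts in shLmna, and its log2 fold change of -3.17 became -5.50 without shLmna 2. Its adjusted p was 0.0852 with DESeq2, in a range of 4.78e-32 to 0.0852 over its alternatives, and that of Smc4 was 0.0635, in a range of 2.27e-19 to 0.0635. Csnk1a1 had 39 and 164 counts in shLmna, and its log2 fold change of -1.34 became -0.83, under the limit, without shLmna 1. Its adjusted p was over 0.05 with DESeq2 (0.339) and after the GC correction, in a range of 3.39e-11 to 0.339. That of Plagl1 was 0.0544 with the batch-corrected values, in a range of 6.28e-22 to 0.0544. Hif1a had a log2 fold change of -1.35 (edgeR adjusted p 0.000514). After the GC correction it became -0.12, with an adjusted p of 0.683, in a range of 7.45e-10 to 0.683. The low ends of such ranges are not a measure of evidence. They can come from the replicate block, which leaves little replication. For Lbr the block gave an edgeR adjusted p of 1.69e-19, against 2.68e-05 without it.

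SR splicing factors are proteins of nuclear speckles, and this family was fixed by membership. Of 11 tested genes, 6 were lower with an edgeR adjusted p under 0.05, and 6 when adjusted over the list alone. These were Srsf2, Srsf3, Srsf7, Srsf11, Tra2a and Tra2b, and the study's nuclear body list holds the 4 Srsf genes. With DESeq2 5 passed, Srsf3 being the exception. Srsf2 went from 213.4 ± 13.2 to 62.5 ± 1.68 CPM (SD, n = 2), a log2 fold change of -1.77, and Tra2b had one of -3.18. Tra2a (-1.84) became -2.94 without shLmna 2. Srsf1 was below the filter, with 0 and 22 counts in shControl and 1 count in each shLmna library. Median GC content of the 3′ ends in the list was 37.8%.

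With camera at the preset correlation, adjusted over the 8 lists, p was 1.35e-25 for nuclear matrix genes, 8.03e-52 for nuclear body genes and 1.50e-07 for SR factors, all towards lower levels. With fry the adjusted p of these 3 lists was 0.0244, 0.0271 and 0.0244. With an estimated correlation it was 0.0785 for each, over the limit. The 5 other lists had a camera adjusted p from 0.717 to 0.831. The nuclear matrix and nuclear body lists were drawn from these libraries, so their set tests could hardly come out otherwise and are not evidence. Their presence among the 8 lists can also lower the adjusted p of the other lists, SR factors included. No set test was run with the GC correction.

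**Figure D4:**
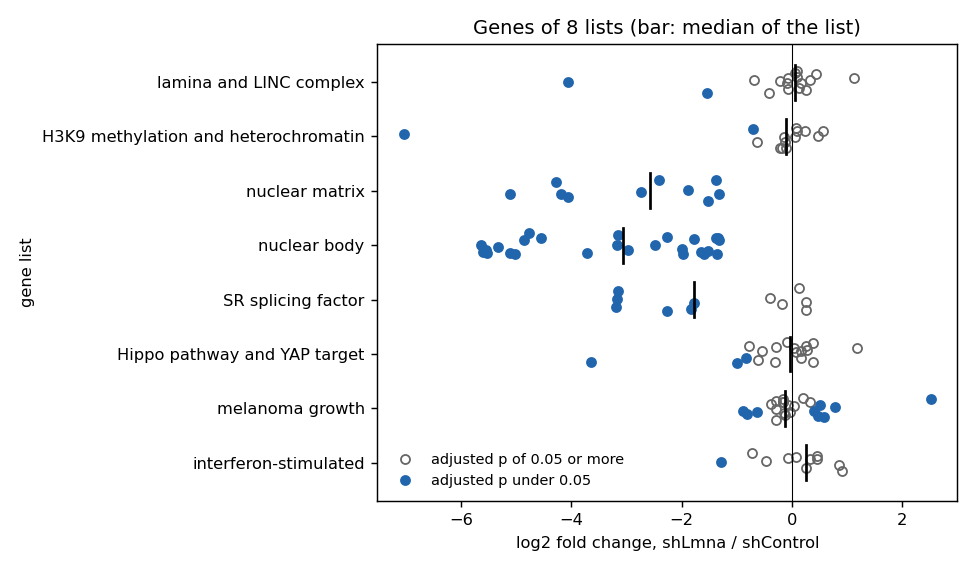
Log2 fold change (shLmna over shControl) of each tested gene in the 8 lists, with filled points for an edgeR adjusted p under 0.05, open points for the others and a bar at the median of each list. All nuclear matrix and nuclear body genes lie below 0, the point near -7 is Rb1, whose fitted value rests on 0 counts in shLmna, and the other lists spread around 0 except the SR factors.

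Genes of the Hippo pathway and targets of YAP were examined because the study measured Yap1, Birc5 and Cyr61 by another assay. Yap1 had a log2 fold change of 0.17, Birc5 of 0.04 and Cyr61 of -0.30. Their edgeR adjusted p was 0.475, 0.848 and 0.180. Birc5 turned to -0.03 without shLmna 2 and to -0.10 after the GC correction. Of 18 tested genes, 3 had an edgeR adjusted p under 0.05, and 3 when adjusted over the list alone. Ajuba (-0.99) and Tead2 (-0.82) were lower but within the limit on fold change, and Stk3 was at the floor in shLmna and at least 8.46-fold lower. Tead2 had an adjusted p of 0.0586 with DESeq2, in a range of 0.000249 to 0.0586 over its alternatives.

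Melanoma growth genes were listed because the study looked for a rise among them. Of 23 tested genes, 9 had an edgeR adjusted p under 0.05, with 3 lower and 6 higher, and 10 passed when adjusted over the list alone. Nras was the one call, from 8.48 ± 5.42 to 50.3 ± 3.76 CPM (SD, n = 2), a log2 fold change of 2.53 (SE 0.334, edgeR adjusted p 0.000885), with 15 and 46 counts in shControl. Nras moved to 3.42 without shControl 2. Met (0.80), Mlana (0.51), Ccnd1 (0.48) and Pmel (0.41) were higher, and Sox10 (-0.89), Pcna (-0.81) and Mapk3 (-0.63) were lower, all within the limit on fold change. The adjusted p of Pmel was over 0.05 with recovered counts, and that of Ccnd1 after the GC correction. Met ranged from 0.50 without shControl 1 to 1.17 without shControl 2. Of the 31-base stretches of the Pcna 3′ end, 40.0% occur in other genes.

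Interferon-stimulated genes were examined as a possible response to the hairpin vector. Of 11 tested genes, Ifit2 alone had an edgeR adjusted p under 0.05, and 1 passed when adjusted over the list alone. Ifit2 went from 20.1 ± 5.32 to 8.12 ± 0.851 CPM (SD, n = 2), a log2 fold change of -1.29 (SE 0.287, edgeR adjusted p 0.0152). Its log2 fold change was -0.99 without shControl 1, and the DESeq2 adjusted p was 0.114, in a range of 0.000574 to 0.114 over its alternatives.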

Values the study reported

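By the study's own measurement, about 10-fold less A-type relative to B-type lamin was present in the knockdown melanoma cells. Lamin A/C was down by 90% there, and lamin B1 was unaffected.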

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

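Lmna was lower in shLmna and past the adjusted test under all 9 alternatives, with log2 fold changes from -2.68 to -1.54 and adjusted p from 9.39e-64 to 0.00135. Leaving out 1 library at a time gave -2.74 to -2.46. Scaling by RLE, upper quartile or library totals left between 520 and 539 lower calls and between 164 and 179 higher calls, and each shared at least 520 of the 538 lower calls and all 161 higher calls. Without a filter there were 704 lower and 207 higher calls. Thinning to the smallest total gave 491 and 154, and the recovered counts 539 and 160. The number of genes over the fold change limit, with no test, went from 910 to between 916 and 1133 across the 4 fits that each left out 1 library.

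Other choices changed the number of calls by over 1.5 times. A filter of 10 counts in every library gave 251 lower calls by construction, since it removes genes that fell close to 0. The test against the fold change limit gave 290 lower and 26 higher calls, and no limit on fold change gave 891 and 501. Higher calls numbered 66 with DESeq2 and 67 at an adjusted p under 0.01. Lower calls changed less, to 391 with DESeq2, 372 of them shared with the main fit, and to 387 at an adjusted p under 0.01. The batch-corrected values gave 28 lower and 2 higher calls, where fold changes are smaller in general. After the GC correction, added after seeing the data, there were 277 higher calls, of which 124 were among the 161 called without it. Lower calls numbered 501, of which 446 were among the 538. Called genes at or under the floor numbered 128 at a floor of 3 counts and 50 at a floor of 1.

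The replicate numbers shared by the groups do not pair the libraries, since the deviations of same-numbered libraries from their group means had a correlation of 0.0129 across genes. With a replicate block there were 605 lower and 209 higher calls, 536 and 161 of them shared with the fit without the block. The block together with the GC correction gave 519 lower and 285 higher calls. Under the block 5 lamina and LINC genes and 2 interferon-stimulated genes passed, and the direction of the set test of the lamina and LINC list reversed, with an adjusted p of 0.77.

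For the lists, the number of genes past the adjusted test was 1 in the lamina and LINC list with DESeq2, with upper-quartile scaling and with recovered counts. It was 6 in the Hippo and YAP list after the GC correction and 0 in the interferon list with DESeq2, against 2 genes of that list at an unadjusted p under 0.05. For the nuclear matrix, nuclear body and SR lists, camera with an estimated correlation gave an adjusted p of 0.0785, within a highest value of 0.0785 over their alternatives. For the Hippo and YAP list fry gave 0.0489, in a range from 0.0489 to 0.825. That adjustment includes the 2 lists drawn from these libraries, which can lower it. The causes of these changes were not tested.

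Of the genes named, Birc5 reversed to -0.10 and Syne2 to -0.0842 after the GC correction, with adjusted p from 0.556 to 0.953 and from 0.751 to 0.98 over their alternatives. Counting each named gene under each alternative, 16 no longer passed the adjusted test and 6 newly passed it. The latter were Syne1 and Lmnb2 with the replicate block, and Syne1, Lmnb2, Lmnb1 and Cyr61 with the batch-corrected values. Leaving out 1 library moved 12 log2 fold changes of named genes by more than the spread of replicates. Rb1 and Syne3 gave no value under 1 alternative each. Depth limits the size of the largest falls, since 121 lower calls are at the floor in shLmna and have only a lower bound.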

Other observations

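Of the tests below, those on the shControl libraries alone and on abundance were chosen only after the relation to base composition had been seen, as were the counts on chromosome X and the genes singled out by name. The others were set out before their values were known, but the measure used in 5 of them was changed afterwards. For second 3′ ends, the test as first set asked only about genes of the same abundance, and by that measure the lower calls did have more of them. Matching on GC as well was added once this had been seen. For words of exon 8, the measure was first the number with an adjusted p under 0.05 and became the share with an unadjusted p under 0.05. For runs of A, random genes of the same abundance, as first set, took the place of genes matched on GC and abundance. For a shift made by a few genes, library totals took the place of TMM, which centres most genes on 0 by itself. For chromosome segments, all tested neighbours took the place of those that were not called, which left out the genes in question. For runs of A, a shift made by a few genes and chromosome segments, the changed measure led to the same reading. For words of exon 8 the changed measure cannot decide, since the seed of a hairpin is a single word.

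The pattern examined was the excess of lower calls, many close to 0 counts in shLmna. Values in the tables argue against several technical explanations. After every library was thinned to the smallest total, 469 of the 538 lower calls were still called, against a difference in depth. With library totals as the only scaling, the median log2 fold change of all tested genes was 0.031, against a downward shift made by a few abundant genes. The loess correction on GC left 446, against an average GC trend as the whole cause. Runs of 10 or more A in the last 1000 bases were found in 10.3% of the lower calls and in 8.97% of random unchanged genes of the same abundance. Stretches shared with other genes made up 10% or more of the 3′ end in 5.42% of the lower calls, against 9.16% of such random genes.

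Annotated 3′ ends over 1000 bases apart were found in 33.6% of the lower calls. That is above the 26.9% of random unchanged genes of the same abundance (percentile 99.985 of 10000 lists), as use of another end would need. It is not above the 35.5% of unchanged genes matched on both GC and abundance, and 66.4% of the lower calls have no such second end, so it cannot account for most of them. A part in the others stays open. Lower calls lay on 20 chromosomes, and the median log2 fold change of all 1017 tested neighbours of lower calls, called or not, was 0.039. Of these neighbours 77 were themselves called lower (7.57%), above the 5.88% of all tested genes with a position. From genes on other chromosomes with the nearest GC content and abundance 91.2 were expected. The median and the spread over chromosomes argue against a loss of chromosome segments as the source of most lower calls. Of the 100 different 7-base words in exon 8 of Lmna, 8.00% were more frequent in the lower calls than in matched unchanged genes at an unadjusted p under 0.05, compared with 11.7% of all words. One word of exon 8 had an adjusted p under 0.05, ranked 82 of 16379, and occurred in 2.80% of the lower calls and 0.748% of matched genes, while 181 of all words had an adjusted p under 0.05. The share of words cannot decide on off-target silencing by the seed of the hairpin, since a seed is a single word. The best-ranked word of exon 8 occurred in 2.80% of the lower calls, so silencing through it had no visible share in most of them. The other words of exon 8 did not pass the adjusted test, but the hairpin sequence itself was not used here. PCR duplicates stay open. With the recovered counts 520 of the 538 lower calls were still called, but it is not stated whether these counts or the matrix were made before or after duplicates were collapsed.

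A second pattern was that lower calls lie in genes with an AT-rich counted 3′ end. Their median GC content was 36.6%, while random lists of the same abundance in shControl had a median of 46%, so abundance alone does not account for it. Among lower calls over 8-fold, GC content separated them from unchanged genes with an area under the ROC curve of 0.952 for the last 1000 bases, 0.848 for the stretch just upstream of those and 0.900 for the whole transcript. A further 71 lower calls had a GC content over 46%, Lmna among them.

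The same genes also differed between the shControl libraries, which carry the same control vector. Over the lower calls the median log2 ratio of shControl 2 to shControl 1 was 0.24, and 405 of 538 were higher in shControl 2. In 10000 random lists of uncalled genes of the same abundance the median was 0.00297, and the observed value lay at percentile 100. The 790 AT-rich genes (GC content of 38% or less) that were not called shifted the same way, with a median of 0.108. Among genes with a mean of 50 counts or more, the SD of the log2 ratio between the shControl libraries was 0.745 at a GC content of 34% or less and 0.313 above 50%. Between the shLmna libraries it was 0.720 and 0.251.

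Of 6860 genes with 50 or more counts in at least 1 shControl library, 45 were over 8-fold apart between those libraries. Of these, 44 were higher in shControl 2 and 42 had a GC content of 42% or less. Some had full levels in shLmna. Pum2 had 3 and 188 counts in shControl and 199 and 286 in shLmna, Mbnl1 had 2 and 65 against 124 and 143, and Dek had 8 and 121 against 108 and 133. Near-complete loss of AT-rich transcripts was thus seen in 1 shControl library against the other. Between the shLmna libraries 5 genes were over 8-fold apart, 2 of them with a GC content of 42% or less. Over the lower calls the median log2 ratio of shLmna 2 to shLmna 1 was 0.0475, with 283 of 538 above 0, against a median of -0.0242 in random lists, and the observed value lay at percentile 100. This shift goes the same way as that in shControl, but its size cannot be compared with it. A fixed small count was added to every library before these ratios were taken. For genes near 0 counts in shLmna this lowers the ratio, since shLmna 2 is the deeper library. The higher calls shifted the same way in shControl, with a median of 0.110 (percentile 97.865 of random lists). In shLmna they did not, with a median of -0.0644 (percentile 8.59). A candidate explanation is that the recovery of AT-rich 3′ ends differed between libraries, as the shift of 0.24 between the shControl libraries would need. It was found and tested on the same data. The shift within shControl is smaller than the fall between groups, so it leaves open how much of that fall has the same origin. Whether lamin A/C knockdown lowers a class of AU-rich transcripts was not tested, and stays open as well, since each group has only 2 libraries. Repeating the comparison with a library method that does not rest on a 3′-end fragment would separate these.

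Hprt and Ect2 were among the lower calls over 8-fold. Hprt had 391 and 539 counts in shControl and 42 and 55 in shLmna, and Ect2 had 148 and 218 against 4 and 4. Of 72 tested ribosomal protein genes, Rpl15 and Rpl5 were called lower and Rpl39 higher. Rpl15 had 101 and 131 counts in shControl and 4 and 5 in shLmna. GC content of the 3′ end was 37.0% for Rpl15 and 37.3% for Rpl5.

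On chromosome X 35 of 230 tested genes were called lower (15.2%, Fisher's exact test, adjusted over 20 chromosomes, p 3.45e-06). From genes elsewhere with the nearest GC content and abundance, 22.4 were expected, so base composition and abundance cover a part of the 35. By the same Fisher's exact test, chromosome 7 had a low share of lower calls, 23 of 683 (3.37%, adjusted p 0.0293). Mir692-1 was called lower on the strength of 1 library, with 8403 and 39 counts in shControl and 17 and 26 in shLmna. No explanation was tested for the rest of the calls on chromosome X, for the low share on chromosome 7 or for Mir692-1.

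Lmna transcripts fell by 83.6% here. These libraries hold no measure of protein, so the fall in lamin A/C protein was not analysed here.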
